A study of Drosophila melanogaster with 9 samples. Its data were reported in "Characterization of a metazoan ADA acetyltransferase complex" (2019).

How the data were processed

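RNA was measured by sequencing of polyadenylated RNA from hand-sorted embryos of Drosophila melanogaster at stage 5, the stage at which the embryo forms its first cell layer and its own genome takes over transcription. Per the labels, embryos were collected for 2 h and aged for 1 h at 25 °C, and stranded libraries were prepared from 3 biological replicates of each of 3 genotypes. The 9 libraries were grouped by their titles into OregonR (the wild-type strain), ataxin-7 and non-stop. The genotype tags of replicates 2 and 3 titled ataxin-7 do not match their titles, and the titles were followed. OregonR and ataxin-7 belonged to experiment 1013 and non-stop belonged to experiment 1190. A wild type of experiment 1190 was not analysed here, so every difference that involved non-stop was also a difference between experiments.

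The values analysed were the RPKM (reads divided by gene length and by library size) that the authors deposited in a single table of 15682 FlyBase gene identifiers by 9 libraries. The aligner, counting tool, annotation and genome build behind this table are not stated for these libraries in the labels. The table was therefore examined for what was divided by what. For 99.9% of the 13809 genes above 0 (13796 genes), the 9 deposited RPKM values were whole numbers of reads divided by a gene length and by a library size that was not a whole number, so the authors had rescaled the library sizes. The rescaling factors ranged from 0.958 to 1.07. Reads were recovered from these ratios with a relative tolerance of 3e-13, and on simulated data 100% of 2894 genes were recovered exactly. After the simulated values had been disturbed by a small relative error, 0% of 2601 genes were recovered. Of 10674 recovered genes with introns, 83.1% had a length within 5% of the genomic span with introns included and 10.6% had a length within 5% of the summed exons. The RPKM of genes with long introns is therefore low for their transcript abundance, and a filter on RPKM is stricter for them. A gene nested in another could also share its reads: 7641 genes overlapped another annotated gene, and 174 genes had the values of another gene in every library.

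The recovered reads gave the depth. OregonR and ataxin-7 libraries held from 74.8 to 90.0 M reads (megareads) in genes, and non-stop libraries held from 36.9 to 39.3 M. For a gene of 1 kb, 3 reads corresponded to between 0.0341 and 0.0767 RPKM. This floor covers counting error only. Symbols, positions and overlaps were taken from the BDGP6 annotation (Ensembl release 115) by gene identifier, and 15002 identifiers matched. Identifiers without a symbol were passed over when genes were named. Positions are those of BDGP6 and were not used to recompute any read count.

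Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with the lmFit and eBayes functions, an intensity trend and two-sided tests. Only the 2 groups compared entered each fit, and no covariate was used. Genes with an RPKM of at least 1 in at least 3 samples of the fit were tested. P-values were adjusted by the Benjamini-Hochberg (BH) method, and a gene was called at an adjusted p-value under 0.05. A fold change of at least 2 means an absolute log2 fold change of at least 1. All log2 fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low RPKM. The fit was tested on simulated reads for the real genes, with 200 genes changed by a known fold and a dispersion of 0.01. It recovered 87.5% of the genes changed 1.5-fold among 6964 tested. It recovered 100% of the genes changed 2-fold among 6974 tested and 100% of those changed 4-fold among 6965 tested. False calls were 5.41%, 10.7% and 6.98% of the calls, against the nominal 5%. The simulation gave every library the same dispersion, so it left out the larger spread of ataxin-7 replicate 1. The shares recovered therefore do not give the power of the comparisons that hold that library.

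For the targeted genes, an exact two-sided permutation test of 3 against 3 libraries was added, whose smallest possible p-value is 0.1. Calls per chromosome arm were tested with the two-sided Fisher exact test on 6 arms with BH adjustment over arms. Lists of SAGA, ADA, ATAC and CHAT subunit genes (30 genes) and of stage markers (early zygotic, late zygotic and maternal genes) were fixed before the data were examined. The median log2 fold change of a marker list was placed among 10000 random lists matched on mean expression in 20 bins. Correlations between libraries were computed over genes with an RPKM of at least 1 in at least 3 of the 9 libraries. Calculations outside limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

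The genes named were chosen by a rule set before the data were examined. They were the targeted genes, then for each mutant against OregonR the 4 genes with the largest log2 fold change in each direction among called genes whose 3 mutant values all lay on one side of all 3 OregonR values, then the called subunit genes. Of the called subunit genes, Ada2b, Gcn5 and Spt3 are given with values because they are named in the study and were called in both mutants. A further 4 are given because their RNA changed at least 2-fold against OregonR in both mutants. This choice among them was made after their values were seen, and the others are counted. Replicate numbers were taken from the titles. Alternatives set before the data were examined were other pseudocounts, other filters, quantile and median-of-ratios scaling, limma without a trend or with robust estimation, a fit of all 9 samples, leaving out each replicate in turn, the replicate number as a block, disjoint OregonR samples for the 2 mutants, adjustment over the subunit list alone, Spearman correlation, and arms counted over genes changed at least 2-fold. Alternatives chosen after seeing the data were a filter of at least 10 recovered reads, voom (limma's weighting for reads) on the recovered reads, leaving out overlapping genes, a stage-marker score (the mean log2(RPKM + 1) of the early and late zygotic genes minus that of the maternal genes) as a covariate, thinning of the reads of experiment 1013 to 37.9 M per library, centring of each library within 10 bins of gene length, other scalings and length centring for the marker medians and the subunit counts, and random marker lists matched on gene length in 10 bins.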

Results

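Gene expression was measured by RNA sequencing in stage 5 embryos of 3 genotypes: the wild-type strain OregonR, a mutant of ataxin-7 (Atxn7) and a mutant of non-stop (not). Both genes encode subunits of the deubiquitinase (DUB) module of SAGA, a multi-subunit co-activator that also carries a histone acetyltransferase (HAT) module and a Suppressor of Ty (SPT) module. Non-stop is the ubiquitin protease of the DUB module and Ataxin-7 is the subunit that anchors the module to the rest of SAGA. There were 3 replicate libraries per genotype. OregonR libraries held 80.1, 90.0 and 76.4 M reads (megareads) in genes, ataxin-7 libraries held 78.3, 82.1 and 74.8 M, and non-stop libraries held 39.3, 36.9 and 37.4 M. The 10 genes with the most reads took from 7.18% to 11.7% of a library. All OregonR and ataxin-7 libraries came from experiment 1013 and all non-stop libraries from experiment 1190, and a wild type of experiment 1190 was not analysed here, so genotype and experiment could not be told apart in any comparison with non-stop.

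The targeted genes were examined first. The gene not (FBgn0013717) lies on chromosome arm 3L from 18618305 to 18622129 on the minus strand in BDGP6, and a tRNA gene overlaps its span. Its RPKM was 54.2 ± 2.30 (SD, n = 3) in OregonR, 48.6 ± 4.77 (SD, n = 3) in the libraries labelled ataxin-7 and 0.792 ± 0.273 (SD, n = 3) in non-stop. The log2 fold change of not in non-stop against OregonR was -4.95 (SE 0.12), with a BH-adjusted p-value of 9.32e-07 by limma, and all 3 non-stop values lay under all 3 OregonR values. The exact permutation test gave p = 0.1, the smallest value it allows with 3 against 3 libraries. Atxn7 (FBgn0031420) lies on arm 2L from 2375841 to 2380506 on the plus strand, and no other gene of the table overlaps it. Its RPKM was 18.9 ± 0.899 (SD, n = 3) in OregonR and 25.1 ± 3.04 (SD, n = 3) in the libraries labelled ataxin-7, where the individual values were 21.9, 25.5 and 28.0. Atxn7 RNA was thus not lower in the libraries labelled ataxin-7. Its log2 fold change there was 0.38 (SE 0.13), with a BH-adjusted p-value by limma of 0.0582 over all genes and 0.0405 over the list of subunit genes alone, and an exact permutation p of 0.1, again the smallest possible. A level of RNA does not measure the protein, but the RNA of the targeted gene did not identify these libraries, and they are called the libraries labelled ataxin-7 throughout. In non-stop the RPKM of Atxn7 was 18.7 ± 0.493 (SD, n = 3), which differed from OregonR by less than the spread between replicates (log2 fold change -0.02, BH-adjusted p of 0.822 by limma).

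**Figure D1:**
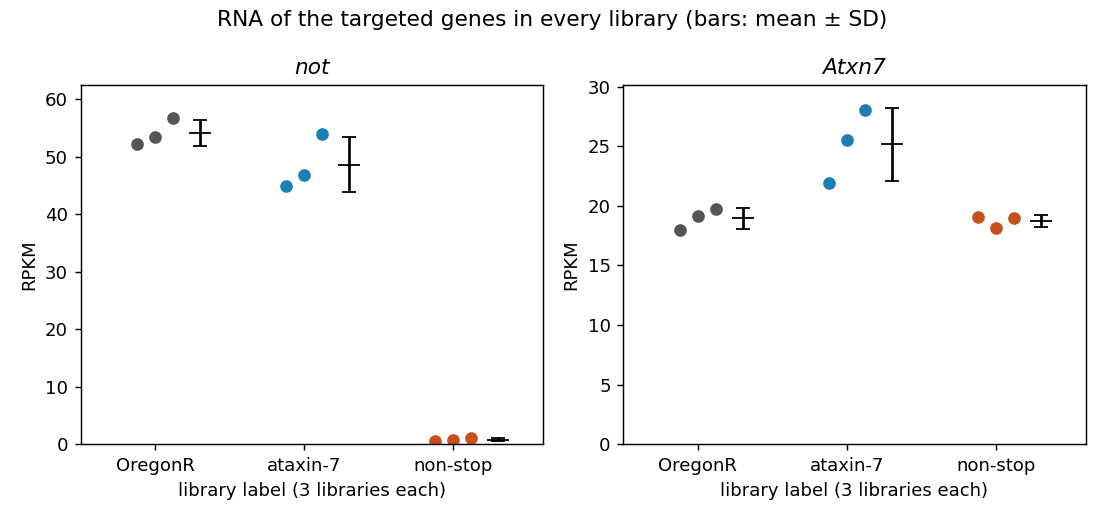
RPKM of not and Atxn7 on the vertical axis of each panel in every library (points, replicates 1 to 3 from left), with mean ± SD of 3 libraries as bars beside them. The not RPKM averaged 0.792 in non-stop against 54.2 in OregonR, while all 3 Atxn7 values in the libraries labelled ataxin-7 lay above the OregonR values.

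Libraries were compared with each other by the Pearson correlation of log2(RPKM + 1) across 7361 genes. Genes are not independent replicates and no test was made. Replicates correlated with r from 0.983 to 0.997 in OregonR and from 0.994 to 0.997 in non-stop. In the libraries labelled ataxin-7, replicates 2 and 3 correlated with r = 0.996, but replicate 1 correlated with them with r of only 0.922 and 0.905. The same library correlated with the non-stop libraries with r from 0.953 to 0.960. OregonR replicate 3 correlated with OregonR replicates 1 and 2 with r of 0.983 and 0.988 and was the OregonR library nearest to every mutant library. The median r was 0.994 within groups and 0.902 between groups. The first principal component took 76.2% of the variance and the next 13.0%. No replicate pair agreed within sampling noise: chi-square per degree of freedom of the recovered reads was from 8.35 to 784, so all 9 libraries were kept as separate samples.

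**Figure D2:**
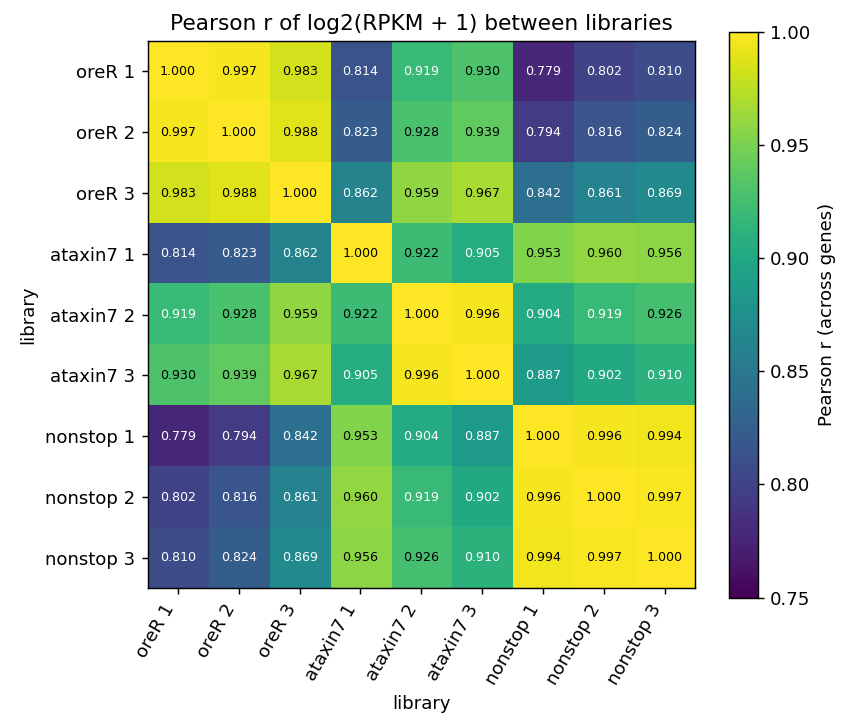
Pearson r of log2(RPKM + 1) over 7361 genes for every pair of the 9 libraries, as colour and printed value. Replicate 1 of the libraries labelled ataxin-7 has r from 0.953 to 0.960 with non-stop libraries and r of 0.922 and 0.905 with replicates 2 and 3 of its own group.

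The comparison of the libraries labelled ataxin-7 with OregonR asked which transcripts depend on the subunit that joins the DUB module to SAGA. Of 7049 genes tested, limma called 2285 (32.4%) at a BH-adjusted p under 0.05, of which 1127 were higher and 1158 lower in the libraries labelled ataxin-7, and 1004 changed at least 2-fold. The count depended strongly on single libraries. It fell to 201 without OregonR replicate 2, the alternative that moved it most, and rose to 3541 without ataxin-7 replicate 1. The balance of directions moved as well. It was 151 higher and 50 lower without OregonR replicate 2, and 1447 higher and 2094 lower without ataxin-7 replicate 1. Genes changed at least 2-fold numbered 161 and 1046 in these fits. After centring within bins of gene length, 808 genes were higher and 1113 lower.

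The gene with the largest increase was MtnA (FBgn0002868, arm 3R, 9783407 to 9784370), with an RPKM of 48.4 ± 3.33 (SD, n = 3) in the libraries labelled ataxin-7 and 0.765 ± 0.351 (SD, n = 3) in OregonR. Its log2 fold change was 4.82 (SE 0.20, BH-adjusted p of 0.000225 by limma). CG43064 (FBgn0262366, arm 3L, 11834721 to 11836721) followed with 26.6 ± 1.45 RPKM against 0.0188 ± 0.0171 (SD, n = 3 in each group) and a log2 fold change of 4.76. The log2 fold change was 4.71 for CG6180 (FBgn0032453, arm 2L, 12707661 to 12708680), which overlaps CG15484, and 4.70 for CG15047 (FBgn0030938, arm X, 18528683 to 18529593). All 4 had BH-adjusted p-values between 0.000112 and 0.000342 by limma. The genes with the largest decreases were CG13928 (FBgn0035246, arm 3L, 1625791 to 1628377), with a log2 fold change of -4.49 (SE 0.46), and GC (FBgn0035245, arm 3L, 1623179 to 1629301), with -3.88 (SE 0.34). CG13928 lies within the span of GC, and their recovered reads in OregonR replicate 1 were 11527 and 12402, so these changes are uncertain as separate measurements. The next were l(2)gl (FBgn0002121, arm 2L, 9839 to 21376), at 10.2 ± 6.31 RPKM against 108 ± 9.60 (SD, n = 3 in each group) with a log2 fold change of -3.45 (SE 0.42), and CG10013 (FBgn0038012, arm 3R, 12323521 to 12325210), with -3.05 (SE 0.23). BH-adjusted p-values of these 4 were between 0.00132 and 0.00463 by limma. MtnA, CG15047, CG13928, GC and CG10013 also set OregonR apart from every non-stop library in the same direction. A difference of the OregonR strain is therefore not excluded for these genes.

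The comparison of non-stop with OregonR asked which transcripts depend on the ubiquitin protease itself, and it was also a comparison of experiment 1190 with experiment 1013. Of 7280 genes tested, limma called 6024 (82.7%) at a BH-adjusted p under 0.05, with 3470 higher, 2554 lower and 2461 changed at least 2-fold. The alternative that moved the count most, chosen after seeing the data, was a stage-marker score as a covariate, which left 59 calls. Between-group differences made up 97.5% of the variance of that score in these 6 libraries, so the covariate and the genotype were nearly the same variable. The median log2 fold change of all tested genes was 0.17, and it was 0.05 after quantile normalization. Of the 6024 calls, 57.6% were higher, but after centring within bins of gene length the split was 2448 higher and 3450 lower, with 41.5% higher. Of the genes called both with and without that centring, 177 had opposite signs, with log2 fold changes of up to 0.50 in size before centring. After quantile normalization 86 such genes had opposite signs, with log2 fold changes of up to 0.63 in size.

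The largest increases in non-stop were those of CG15047 (log2 fold change 4.80, SE 0.10), Akr1B (FBgn0086254, arm 3L, 11620535 to 11624381; 4.61, SE 0.26), yl (FBgn0004649, arm X, 14193214 to 14199958; 4.53, SE 0.18) and Pp2B-14D (FBgn0011826, arm X, 16554627 to 16560016; 4.32, SE 0.23). The RPKM of yl, which overlaps a microRNA gene, was 36.8 ± 3.14 in non-stop and 0.665 ± 0.429 in OregonR (SD, n = 3 in each group). In the libraries labelled ataxin-7 it was 94.1 in replicate 1 and 3.27 and 3.16 in replicates 2 and 3. The largest decreases were those of CG13928 (log2 fold change -5.55, SE 0.18), link (FBgn0033855, arm 2R, 13555949 to 13557342; -5.48, SE 0.55), mira (FBgn0021776, arm 3R, 19931799 to 19935120; -5.36, SE 0.43) and CG34214 (FBgn0085243, arm 2R, 24665427 to 24666022; -5.31, SE 0.23). The RPKM of CG34214, which overlaps ND-19, was 24.7 ± 8.21 in non-stop and 978 ± 6.19 in OregonR (SD, n = 3 in each group). mira overlaps Hs6st. The BH-adjusted p-values of these 8 genes were between 6.3e-07 and 7.26e-05 by limma, and for all of them experiment and genotype could not be separated.

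The direct comparison of non-stop with the libraries labelled ataxin-7 tested whether the 2 mutants differed, with the same confounding by experiment and with Atxn7 RNA not lower in the libraries so labelled. Of 6968 genes tested, limma called 2241 (32.2%) at a BH-adjusted p under 0.05, of which 1077 were higher and 1164 lower in non-stop, and 494 changed at least 2-fold. Without ataxin-7 replicate 1 the count rose to 5550, of which 3605 (65.0%) were higher and 1945 lower in non-stop, and 1559 changed at least 2-fold. The share higher was 37.0%, 37.5% and 34.8% without non-stop replicates 1, 2 and 3. It was 40.6% and 47.1% without ataxin-7 replicates 2 and 3. The balance of directions thus depended on which library was left out. The log2 fold change of not was -4.80 (SE 0.16, BH-adjusted p of 0.00024 by limma), and that of Atxn7 was -0.40 (SE 0.10, BH-adjusted p of 0.0359 by limma).

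Calls against OregonR were then compared between the mutants. Among 6988 genes tested in both fits, 2263 were called in the libraries labelled ataxin-7 and 5736 in non-stop. Both fits called 2115 genes, where independent calls would have given 1858, but calls that share the OregonR libraries are not independent. Of the 2115, 2053 (97.1%) changed the same way, 972 higher and 1081 lower in both mutants, and 62 changed in opposite directions. Shared OregonR libraries also favour the same direction, and this share was not recomputed with disjoint ones. The log2 fold changes of the 2 mutants correlated across genes with r = 0.859, but both were taken against the same OregonR libraries. With disjoint OregonR libraries for the 2 mutants r was 0.835, 0.835 and 0.817. Genes are not independent replicates and no p-value is given for these values. Dividing the OregonR libraries removes their shared sampling error only. They are of the same strain, and all had a higher stage-marker score than every mutant library. A strain or stage difference from both mutants would thus remain in r, so r does not show a shared effect of the mutations.

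**Figure D3:**
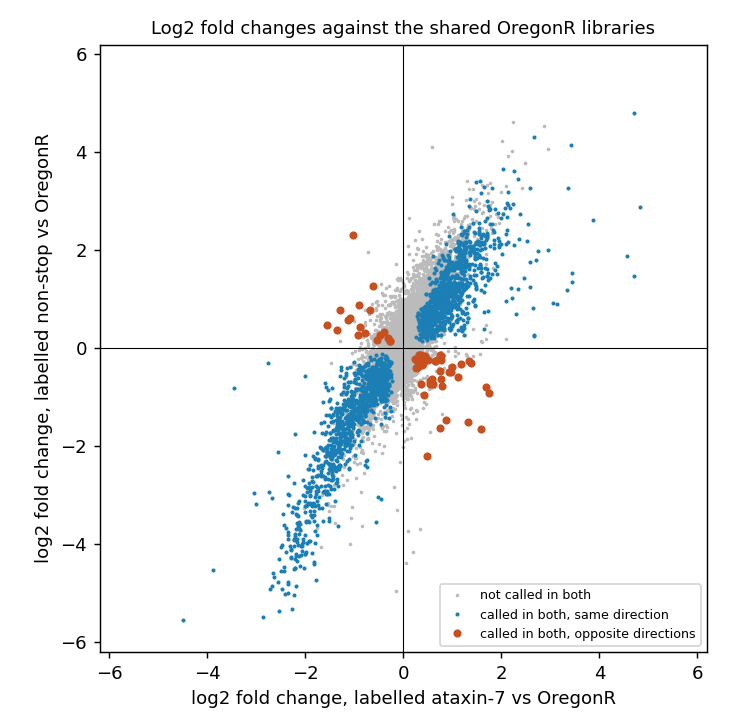
Log2 fold change of each of 6988 genes in the libraries labelled ataxin-7 (horizontal axis) and in non-stop (vertical axis), both against OregonR on the log2(RPKM + 1) scale. Blue points are the 2053 genes called in both and changed the same way, orange points the 62 called in both and changed in opposite directions, and grey points all others.

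The subunit genes of SAGA, of the related ADA and ATAC acetyltransferase complexes, and of CHAT (the Gcn5 complex that contains chif) were taken as a list of 30 genes, all of which were tested. In the libraries labelled ataxin-7, limma called 14 of 30 (4 higher and 10 lower) with BH adjustment over all genes and 16 with adjustment over the list. In non-stop against OregonR, 24 of 30 were called (7 higher and 17 lower) with either adjustment, and this includes not itself. The share of the list called was 46.7% and 80.0% in these comparisons, beside 32.4% and 82.7% of all tested genes, and the difference was not tested. In non-stop against the libraries labelled ataxin-7, 14 were called over all genes and 16 over the list, but this count was 18 after quantile normalization, 10 after median-of-ratios scaling and 4 after centring within bins of gene length. Ada2b (FBgn0037555, arm 3R, 8236632 to 8240515), a HAT module gene that overlaps PolI, rose from 32.9 ± 5.50 RPKM in OregonR to 59.6 ± 13.99 in the libraries labelled ataxin-7 and 66.6 ± 0.661 in non-stop (SD, n = 3 in each group). Its log2 fold changes were 0.83 (SE 0.19, BH-adjusted p of 0.0226 by limma) and 1.01 (SE 0.11, BH-adjusted p of 0.000123 by limma). Gcn5 (FBgn0020388, arm 3L, 12521129 to 12524014), the acetyltransferase, which overlaps ver, was at 59.2 ± 3.11 RPKM in OregonR, 45.1 ± 3.43 in the libraries labelled ataxin-7 and 36.3 ± 0.895 in non-stop (SD, n = 3 in each group). Its log2 fold changes were -0.39 (SE 0.09, BH-adjusted p of 0.0216 by limma) and -0.69 (SE 0.06, BH-adjusted p of 2.83e-05 by limma). Spt3 had log2 fold changes of 0.54 and 0.50, with BH-adjusted p-values of 0.0158 and 0.000402 by limma. Nipped-A had log2 fold changes of 1.10 and 1.86, wda had -1.04 and -1.62, NC2beta had -1.10 and -1.18, and Atac2 had -1.31 and -1.99. None of the called subunit genes changed direction under quantile normalization or median-of-ratios scaling. Under centring within bins of gene length, chif changed direction in both comparisons that involved non-stop. The groups also differed in the stage markers described below, and the subunit changes were not separated from that difference.

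Calls were spread over the chromosome arms. In the libraries labelled ataxin-7 against OregonR, the share called was 27.0% on arm X and 33.6% elsewhere, with an odds ratio of 0.732 and a BH-adjusted p of 9.5e-05 over 6 arms by the Fisher exact test. On arm 2L, that of Atxn7, it was 33.3% against 32.3% elsewhere (adjusted p of 0.529, Fisher exact test with BH). When only genes changed at least 2-fold were counted, arms X and 2R passed. In non-stop against OregonR the share called was from 80.5% to 84.5% over the 6 arms and 0 arms passed, with 2 arms at an unadjusted p under 0.05. Arm 3L, that of not, was at 81.0% against 82.97% elsewhere, with genotype and experiment inseparable. In non-stop against the libraries labelled ataxin-7, arm 4 passed, with 50.9% of 57 genes called against 32.1% elsewhere (adjusted p of 0.0239, Fisher exact test with BH).

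Stage 5 embryos pass from maternal to zygotic RNA, so marker genes of that passage were compared. All 26 early zygotic genes were tested. Their median log2 fold change was -2.02 in the libraries labelled ataxin-7, with 25 genes lower and 19 called, and -3.69 in non-stop, with 26 genes lower and 26 called. Each median lay below all of 10000 random lists matched on expression, whose lowest medians were -0.40 and -0.64. Of the 15 maternal genes, 12 were tested in the libraries labelled ataxin-7 and 13 in non-stop. All tested maternal genes were higher, but only 5 were called in the libraries labelled ataxin-7 and 11 in non-stop. Their median log2 fold changes were 1.31 and 2.04, which lay above all 10000 random lists. These directions held under quantile normalization. Only 7 of 19 late zygotic genes (36.8%) passed the filter, so the check of that list is void. The stage-marker score still uses the list, so that part of the score rests largely on genes of low RPKM. Over the list of early zygotic genes, mean log2(RPKM + 1) was 6.93 ± 0.11 (SD, n = 3) in OregonR, 5.14 ± 1.06 (SD, n = 3) in the libraries labelled ataxin-7 and 3.45 ± 0.20 (SD, n = 3) in non-stop. The large SD of the libraries labelled ataxin-7 came from replicate 1, at 3.96, and the group was lower than OregonR in 3 of 3 libraries. Non-stop against the libraries labelled ataxin-7 had a median of -1.74 over 25 early zygotic genes, with 6 called. All 25 stayed lower under other scalings, but 4 were called after quantile normalization or median-of-ratios scaling and 0 after length centring. Over 13 maternal genes the median of this comparison was 0.60, with 10 genes higher and 4 called, and 0 called after length centring. For non-stop, experiment and genotype could again not be separated.

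**Figure D4:**
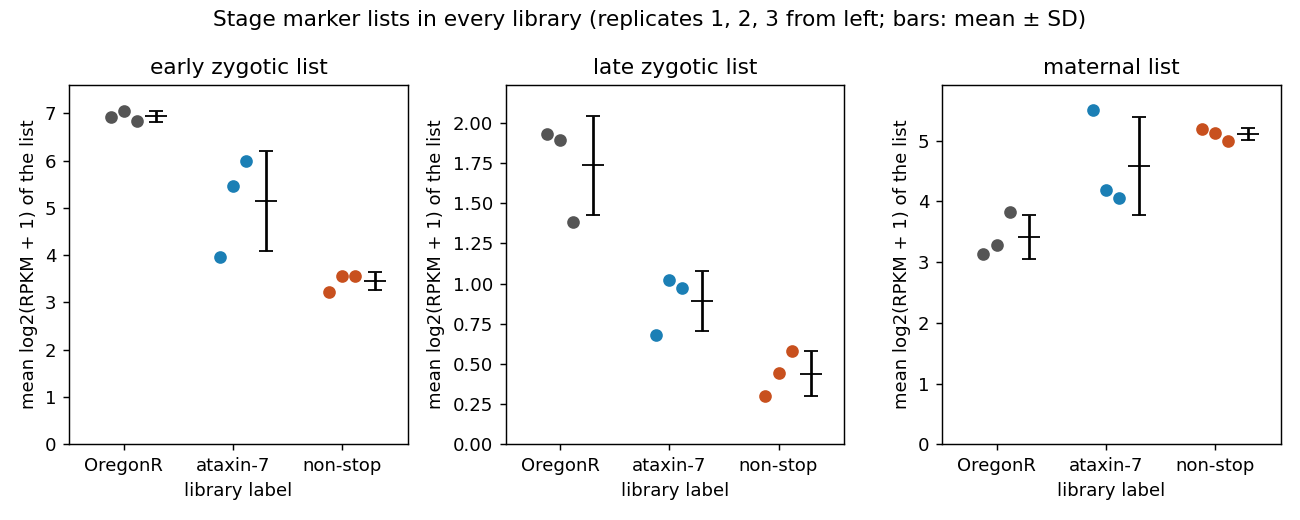
Mean log2(RPKM + 1) over each marker list (vertical axis of each panel) in every library (points, replicates 1 to 3 from left), with mean ± SD of 3 libraries as bars. The early zygotic mean falls from 6.93 in OregonR to 5.14 in the libraries labelled ataxin-7 and 3.45 in non-stop, and the late zygotic panel is shown as measured although most of its genes were too low to be tested.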

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

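Apart from the test on embryo age, none of the tests below was chosen only after the result was seen. The test on embryo age uses a measure and a limit also used for the stage markers. There it was chosen after the result was seen. Among genes called against OregonR in both mutants, 62 changed in opposite directions, and all 62 also differed by limma in the direct comparison of non-stop with the libraries labelled ataxin-7, which follows closely from how they were selected. They were picked out because the effects of the 2 mutants differed. In 44 of them RNA was higher in the libraries labelled ataxin-7 and lower in non-stop, and in 18 the reverse. The largest differences in each direction, chosen after their values were seen, were pyd3 (log2 fold changes of 1.58 and -1.65, difference -3.23) and dgo (-1.02 and 2.31, difference 3.33). The number of genes with opposite directions was between 57 and 102 under the alternatives run for it. None of those left out a replicate or used the stage score as a covariate, so its dependence on single libraries was not tested. Since the RNA of Atxn7 was not lower in the libraries labelled ataxin-7, the direction is that of the label.

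A difference in embryo age between the mutants is a candidate explanation. If it were the cause, the nonstop minus ataxin-7 difference of these genes would follow the difference of OregonR replicate 3 from OregonR replicates 1 and 2, with r of at least 0.3 across genes. The observed r was -0.22. The genes were selected for opposite signs, while both mutants followed the OregonR difference in the same direction over all genes, so the selection itself works against a positive r and a difference in age is not excluded. Over all genes, without this selection, the r of the difference between the mutants was 0.219, also under the limit of 0.3. Another explanation is the difference between experiments 1013 and 1190. The labelled groups hold 0 wild-type libraries of experiment 1190, so the pattern cannot be told apart from a difference between experiments, and no biological reading is offered.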

How the results depend on the processing

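The comparison of non-stop with OregonR kept the size of its call count: it ranged from 5244 to 5982 genes across the 6 fits that each left out one replicate, against 6024 with all replicates, and lay within 1.5 times the main count under the other alternatives except those named below. The other 2 comparisons did not. For the libraries labelled ataxin-7 against OregonR, the count went from 201 to 3541 across the 6 fits that each left out one replicate, against 2285. For non-stop against the libraries labelled ataxin-7, it went from 749 to 5550, against 2241. In both, the highest count was the one without ataxin-7 replicate 1, and the cause was not tested beyond that fit. Without OregonR replicate 2, all 201 genes called were among the 2285.

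With the replicate number as a block, 471 genes were called for the libraries labelled ataxin-7 against OregonR, of which 467 were among the 2285. Deviations of same-numbered libraries from their group means correlated across genes with r = -0.02, so the numbers did not pair the libraries, and the block spends degrees of freedom without removing shared variation.

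Leaving out genes that overlap another gene left fewer genes to test (3339, 3438 and 3303) and gave 995 calls for the libraries labelled ataxin-7 against OregonR, 2823 for non-stop against OregonR and 987 for the direct comparison. The share called changed little, so this lowers the counts by lowering the number tested. With the stage-marker score as a covariate the counts were 408, 59 and 3959. The score differed between groups (66.4%, 97.5% and 48.4% of its variance lay between them), so the covariate and the group were not independent, and the cause of these changes was not tested. The first 2 counts fell and that of the direct comparison rose. With centring in bins of gene length, the direct comparison gave 1380 calls, and the cause was not tested. That centring moved the median log2 fold change of all tested genes to -0.11, -0.17 and -0.04 in the 3 comparisons.

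The log2 fold change of not kept its direction and its side of the threshold in each comparison and alternative run, from -6.14 to -4.78 across the alternatives run for non-stop against OregonR. For Atxn7 in the libraries labelled ataxin-7 it went from 0.31 to 0.48 across the 6 fits that each left out one replicate. It was 0.17 after quantile normalization, 0.20 with length centring and 0.61 with the stage score as a covariate, none of which passed. It passed the threshold in the fit of all 9 samples (0.38) and in 1 of those 6 fits, as well as with adjustment over the subunit list alone (BH-adjusted p of 0.0405 by limma, where the other alternatives ranged from 0.00811 to 0.572). For Atxn7 in non-stop against OregonR it was near 0 and changed sign, from -0.052 to 0.013 across the fits that each left out one replicate, with 0.0045 without non-stop replicate 2 and 0.013 without OregonR replicate 3. It passed the threshold after quantile normalization (-0.36) and with centring in bins of gene length (-0.57). For Atxn7 in non-stop against the libraries labelled ataxin-7 it no longer passed after quantile normalization (-0.50), median-of-ratios scaling (-0.45), voom (-0.42) or length centring (-0.78), and went from -0.49 to -0.32 across the fits that each left out one replicate, of which 5 no longer passed. The cause of these changes was not tested.

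Counting only genes changed at least 2-fold, 2 arms passed instead of 1 for the libraries labelled ataxin-7, and 0 arms instead of 1 for the direct comparison, with 0 at an unadjusted p under 0.05. The cause was not tested. The count of subunit genes called in the direct comparison fell from 14 to 4 with length centring, and the cause was not tested. It was 10 with median-of-ratios scaling and 18 after quantile normalization. With length centring the marker medians in non-stop against OregonR moved to -3.93 (early zygotic) and 1.44 (maternal, with 11 of 13 genes higher), and the cause was not tested. The early zygotic median in non-stop moved to -3.92 with a pseudocount of 0.1 RPKM, which is the direction a smaller pseudocount gives for genes that fall to low RPKM. The log2 fold change of link in non-stop against OregonR reversed to 0.46 with the stage score as a covariate, and the cause was not tested. Of the other results, 58 values of 11 results moved and 6 became weaker, the last all with the stage score as a covariate. CG43064, CG15047 and CG13928 could not be tested in some fits that left out a replicate, because too few libraries then reached the filter. The median correlations between libraries moved by less than the limits set for them. The counts of called subunit genes against OregonR were from 11 to 16 for the libraries labelled ataxin-7 and from 24 to 26 for non-stop under the alternatives run for them. None of these alternatives left out a replicate or used the stage score as a covariate, which moved the counts over all genes most.

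With all 4 alternatives that rescale or centre values (quantile, median-of-ratios, length centring, thinning of reads), the count of non-stop calls stayed between 5898 and 6018. Depth did not limit the counts: thinning the libraries of experiment 1013 to 37.9 M reads gave 2268 calls for the libraries labelled ataxin-7, of which 2202 were among the 2285. It limits single genes of low RPKM, where 3 reads in a gene of 1 kb correspond to up to 0.0767 RPKM in non-stop. On the recovered reads, voom called 2623, 7458 and 2282 genes.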

Other observations

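Of the tests below, those on embryo age, call counts after length centring and scaling for the stage markers, and those on depth and on an exchange with a non-stop library for ataxin-7 replicate 1, were chosen after the result was seen. The same holds for those on the gene length of the marker lists and on thinning of reads. The others were set out before.

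Each of the 3 comparisons of groups was set against other splits of the same 6 libraries. Of the 10 splits of each set, 4 part all same-numbered pairs, and of these 1, the real one, gave as many genes. This held for the libraries labelled ataxin-7 against OregonR, for non-stop against OregonR and for the direct comparison. The remaining 6 splits part 1 same-numbered pair each. All splits other than the real one called 0 genes, with from 0 to 1118 genes at an unadjusted p under 0.05. Neither 4 nor 10 splits can give a share under 0.05, so chance cannot be excluded by this count.

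More genes were called for non-stop than for the libraries labelled ataxin-7. Sequencing depth is unlikely to be the reason, since it favours experiment 1013 and thinning those libraries to the depth of non-stop left 2268 calls. The spread among the libraries labelled ataxin-7 may contribute: without replicate 1 the count rose to 3541. The difference in counts says nothing on a difference in effect, which the direct comparison tested.

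Zygotic markers were lower and maternal markers higher in both mutants. A difference in embryo age is a candidate explanation. The 3 OregonR libraries themselves differed in stage score (1.75, 1.65 and 0.77). Replicate 3 differed from replicates 1 and 2 mainly on the late zygotic list (1.38 against 1.93 and 1.89) and the maternal list (3.83 against 3.13 and 3.28), and little on the early zygotic list (6.83 against 6.92 and 7.05), so it is a weak guide to the fall of the early zygotic genes. Most late zygotic genes were too low to be tested, so the difference on that list is uncertain. If age or stage were the cause, the log2 fold changes would follow the difference of OregonR replicate 3 from replicates 1 and 2. They did, with r = 0.640 across genes for the libraries labelled ataxin-7 and r = 0.556 for non-stop, above the limit of 0.3. For non-stop against the libraries labelled ataxin-7, r was 0.219, under that limit, although the early zygotic median was -1.74. Errors in OregonR replicates do not produce the relation seen against OregonR when they are equally large in the 3 libraries. Gene length was tested on the marker lists themselves. Centring within bins of length gave early zygotic medians of -2.18 and -3.93 and maternal medians of 1.13 and 1.44, and the medians without centring lay outside all 10000 random lists matched on gene length. Length alone is therefore unlikely to be the cause, although the maternal median in non-stop fell from 2.04. The call counts after centring, 1921 and 5898, cover all genes and say nothing on the lists. Median-of-ratios scaling gave early zygotic medians of -2.02 and -3.78, but it applies 1 factor per library and shifts all genes nearly alike, so it is no test of the scaling by the authors. A hypothesis is therefore that the mutant collections held less advanced embryos or more undeveloped eggs, and an effect of the mutations on the start of zygotic transcription would give the same pattern. These data cannot separate the 2.

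Replicate 1 of the libraries labelled ataxin-7 lay far from replicates 2 and 3. Its 78.3 M reads were within the range of the other libraries of experiment 1013, so depth is unlikely to be the reason. An exchange with a non-stop library is unlikely, since its not RPKM was 45.0. An exchange with any OregonR or non-stop library is unlikely as well: 8 genes set replicates 2 and 3 at least 4-fold apart from all OregonR and non-stop libraries, and 100% of them also set replicate 1 apart in the same direction. Its difference from replicates 2 and 3 did not follow the OregonR replicate 3 difference (r = 0.031 across genes), but the marker lists point the other way. Its early zygotic mean of log2(RPKM + 1) was 3.96, against 5.46 and 5.99 in replicates 2 and 3, and its maternal mean was 5.52, against 4.19 and 4.06. Its stage score of -2.90 lay within the range of the non-stop libraries, from -3.17 to -2.66. Its parts did not: the early zygotic mean lay above the non-stop range of 3.22 to 3.57, and the maternal mean above that of 5.00 to 5.19. The score matched because these differences offset each other. Younger embryos or undeveloped eggs in that collection therefore remain a candidate explanation, and the reason is open. The genotype tags of replicates 2 and 3 do not match their titles, and this was not resolved. The gene yl, which was 94.1 RPKM in replicate 1 and at most 3.27 RPKM in replicates 2 and 3, was also high in non-stop.

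Genes at least 4-fold apart in all 3 libraries of a group from all 6 others numbered 8 in the libraries labelled ataxin-7, all higher, and 14 in non-stop (4 higher and 10 lower, not included). In OregonR, 7 such genes were higher and 5 lower, so the wild type was set apart by a similar number. The OregonR set holds MtnA and CG15047 (lower) and CG13928, GC and CG10013 (higher). These are among the largest changes named for the libraries labelled ataxin-7. For them, a difference of the OregonR strain cannot be told apart from an effect shared by both mutants. The ataxin-7 set holds Cyp12c1 (arm 3L, 18684259 to 18686319), at 10.3 ± 1.09 RPKM (SD, n = 3) against at most 0.0214 in other libraries, CG43064 and Tep2. Linked variants on the mutant chromosome were tested as an explanation. If they were the cause, such genes would lie on the arm of the mutated gene more often than others. For the libraries labelled ataxin-7, 3 of 7 genes with a position were on arm 2L (Fisher exact p of 0.131), and for non-stop 2 of 12 nuclear genes without not were on arm 3L (Fisher exact p of 1.0). Sets of this size have little power, so variants elsewhere in the background of the stocks are not excluded. Reads of an overlapping gene were tested as an explanation for the Atxn7 RNA in the libraries labelled ataxin-7, and 0 genes of the table overlap it. A mutation that spares the RNA remains possible, and no value here tests it.

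Among the genes set apart in non-stop were 3 ribosomal protein genes: RpLP0 (arm 3L, 22075867 to 22077487), RpS2 (arm 2L, 9896265 to 9897552) and sta (arm X, 1481797 to 1483413). RpLP0 was at 63.7 ± 16.6 RPKM in non-stop (SD, n = 3) and between 460 and 833 in the other libraries. Their log2 fold changes against OregonR were -3.54, -3.08 and -3.04. A shift of all ribosomal protein genes could produce this if their median were at or under -1, but it was -0.58 over 77 genes, so it accounts for a part of the change at most. There are 0 wild-type libraries of experiment 1190 in the labelled groups, so the pattern cannot be told apart from a difference between experiments 1013 and 1190, such as in how reads of similar sequences were placed.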
